A study of Sceloporus occidentalis with 42 samples. Its data were reported in "Multiple environmental stressors induce complex transcriptomic responses indicative of phenotypic outcomes in Western fence lizard" (2018).

How the data were processed

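Liver transcript abundance was measured in 42 male lizards of 8 groups, given by TNT dose and food level, and the groups were taken from the sample labels. The scanner output for each array was used. Its intensity values are, per the file headers, from Agilent Feature Extraction 10.7.3.1, in which the authors' software subtracted the local background from each spot and corrected for spatial trends; the methods of the study state another version of that software. Each array held 60000 spots other than controls, which are 30000 probes with 2 spots each, for 15390 contigs and singlets with 10686 distinct descriptions. The arrays lay on 8 slides and were scanned on 3 days, which held 21, 15 and 6 arrays. Slides and the first and second scan days each held several groups.

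The log2 values deposited by the authors as a table were set against the scanner values. They were reproduced by scaling each array to its 75th percentile and centring each probe, with a median absolute difference of at most 0.000926, and not by quantile normalization, which the methods state and which left 0.0719 to 1.13. Quantile normalization was kept for the main analysis, as fixed before the data were examined together with the tests, the alternatives and the rule for naming transcripts, and the authors' table was used as an alternative. All 42 columns of the table were matched to arrays.

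The processed signals were log2-transformed, duplicate spots were averaged, arrays were quantile-normalised and control spots and outlier spots were left out. A probe was tested when it was well above background on every array of at least 1 group, which held for 22554 probes; 17819 were well above background on all arrays. A model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, with version 1.17.8 of data.table for reading, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. TNT was tested with the moderated F over the 3 doses against 0 averaged over food levels, food level with the contrast averaged over doses, the interaction with the moderated F over the 3 differences between food levels, and trend with a linear contrast over dose. A probe was called at a Benjamini-Hochberg adjusted p of 0.05 or less over all probes tested and a change of at least 1.5-fold. The study used a two-way analysis of variance at the same thresholds, which was run as an alternative under the name of the methods' unmoderated test.

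The named transcripts were the 5 largest rises and 5 largest falls at 20 relative to 0 mg/kg/day among called probes well above background in at least 1 array of every group and whose contig's probes all changed in 1 direction, and every transcript that the study named. As no probe was called for food level or the interaction (0 each), none was named for them. The accessions that the study gives are not in the array annotation, so its transcripts were matched by description. Of 13 keyword families, 12 had at least 5 descriptions and were tested with camera at a preset correlation of 0.01, with fry beside it, on the brightest probe of each description.

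The alternatives were 75th percentile scaling, normexp background correction with an offset of 50, the authors' table, other filters on dim probes, the unmoderated test, no fold threshold, slide, scan day or replicate number as a block, array weights, only the 2 groups compared, other probes, fry, and leaving out each of the 42 arrays in turn. The log2 median signal as a covariate and the other probe of the same contig were added after the data had been seen. Results were compared with 100 groupings of the arrays, the real one included, and single comparisons used 100000 resamples. On simulated data, made from the residuals of these arrays with 200 of 22554 probes changed by 2 on the log2 scale, the TNT test recovered 92.5% of them and called 3 unchanged probes, the test of food level recovered 98.5% and called 4, the interaction test 61.5% and 0, and the trend 96.5% and 2. The comparison of 20 with 0 mg/kg/day with food *ad libitum* recovered 82.0% and called 22 unchanged probes.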

Results

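Liver RNA from male western fence lizards (*Sceloporus occidentalis*) was hybridised to 42 one-colour Agilent microarrays, 1 lizard per array. The lizards had received daily oral doses of corn oil alone or of 2,4,6-trinitrotoluene (TNT), an explosive that contaminates soils, in corn oil at 5, 10 or 20 mg/kg/day. Each dose was crossed with food level, either *ad libitum* (10 crickets daily) or restricted (2 crickets daily). With food *ad libitum* there were 6, 5, 6 and 4 arrays at 0, 5, 10 and 20 mg/kg/day, and under restriction there were 5, 5, 6 and 5. Each array carried 30000 probes for assembled lizard transcripts (contigs and singlets), printed as 2 spots each. The share of spots well above background ranged from 67.9% to 99.7% between arrays, with a median of 84.2%, and the median signal ranged from 66.6 to 494. The array with the highest share, restricted TNT 10 replicate 5, had a detection limit of the spiked-in controls of 2.79 on the log10 scale. The array with the lowest share, *ad libitum* TNT 0 replicate 3, had a limit of 1.29. A high share therefore need not mean better detection of dim transcripts. The median absolute difference between duplicate spots on an array lay between 0.08 and 0.28 on the log2 scale. The number of arrays per group limits the precision of each comparison. A transcript is named after the protein of another species that its sequence matched, as the array's annotation gives it.

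The first comparison asked which transcripts responded to TNT, as the TNT main effect over both food levels and as the TNT dose trend. In limma's moderated F test, 422 of the 22554 probes tested, from 265 contigs or singlets, passed a Benjamini-Hochberg adjusted p of 0.05 and a change of at least 1.5-fold at 1 or more doses. At 20 mg/kg/day relative to 0, 252 of them were higher and 170 lower. Unadjusted p-values under 0.05 were found for 3036 probes, or 13.5%. Of the alternatives tried, array weights moved this count most, to 1038 probes. A linear trend over dose was called for 615 probes, 274 rising and 341 falling, and 331 of them were also among the 422. Slide as a block lowered the trend count to 346. Of 10326 contigs with 2 tested probes, 252 had at least 1 probe called for TNT, and in 248 of these both probes changed in the same direction, although both were called in 157 only.

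Chitotriosidase, a chitin-degrading enzyme of macrophages, had the largest rise among the transcripts eligible for naming. Its probe on contigs-3423 rose by 6.55 on the log2 scale (SE 0.75) at 20 mg/kg/day relative to 0, averaged over food levels, which is 93.7-fold (limma adjusted p = 2.05e-06). Here and for the transcripts below, the adjusted p beside a change with TNT is that of the F test over all 3 doses, and not a test of the change at 20 mg/kg/day by itself, whose error is the SE. With food *ad libitum* its normalised log2 signal was 4.09 ± 1.31 (SD, n = 6) at 0, 6.44 ± 1.53 (n = 5) at 5, 9.43 ± 1.41 (n = 6) at 10 and 11.36 ± 1.59 (n = 4) at 20 mg/kg/day. Under restriction it was 6.04 ± 3.08 (n = 5), 9.47 ± 1.32 (n = 5), 9.26 ± 1.94 (n = 6) and 11.87 ± 0.60 (n = 5). It was well above background on only 3 of the 6 arrays at 0 with food *ad libitum*, so the base of that fold change is a dim signal. All 9 arrays at 20 mg/kg/day exceeded the mean at 0 of the same food level. Leaving out each array in turn gave rises of 6.23 to 7.14 for this probe, the highest without restricted TNT 0 replicate 1. The other probe of contigs-3423 rose by 6.09 (SE 0.71), which is 68.1-fold.

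**Figure D1:**
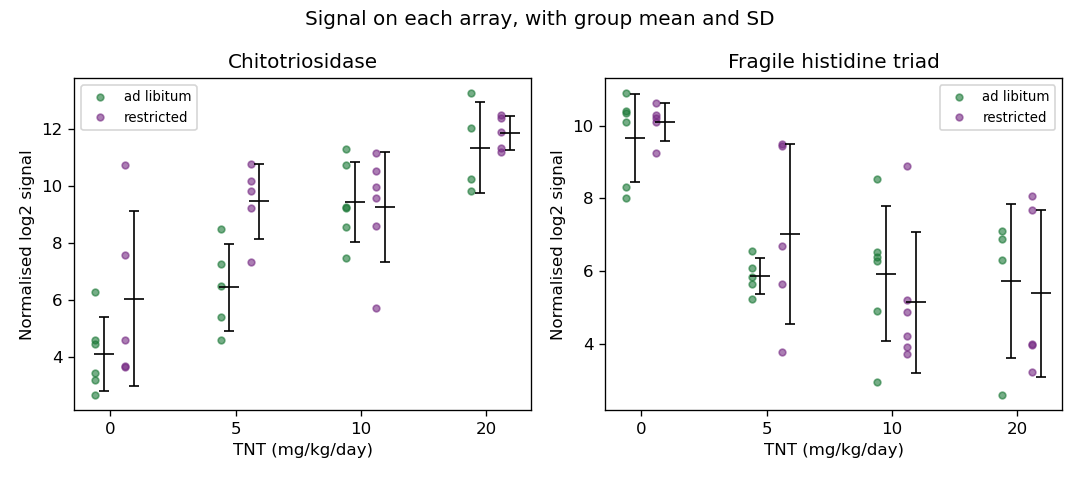
Normalised log2 signal of chitotriosidase (left) and fragile histidine triad (right) on each array against TNT dose in mg/kg/day, with food ad libitum in green and restricted in purple; black marks are group means and bars are 1 SD. Chitotriosidase rose by 6.55 and fragile histidine triad fell by 4.33 at 20 relative to 0 mg/kg/day, averaged over food levels.

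The next largest rises were those of contigs matching NADP-dependent leukotriene B4 12-hydroxydehydrogenase, at 3.81 (SE 0.49, adjusted p = 3.32e-06) for contigs-44998 and 3.69 (SE 0.42, adjusted p = 4.31e-07) for contigs-46039. The descriptions of these contigs differ only in where the text is truncated, so they may be read as 1 protein. A putative apoptosis-inducing factor (contigs-488) rose by 3.22 (SE 0.42, adjusted p = 7.64e-07), and a hypothetical protein (contigs-33463) rose 8.56-fold (log2 SE 0.35, adjusted p = 2.53e-09). The description of the latter is shared by 224 other tested probes, mostly of unrelated contigs, of which 101 rose, while the other probe of its own contig rose as well. Each of these 4 contigs was higher than its food level's mean at 0 on all 9 arrays at 20 mg/kg/day.

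The largest fall was that of fragile histidine triad (contigs-44053), a nucleotide hydrolase, which changed by -4.33 (SE 0.76, adjusted p = 0.000248). Its mean with food *ad libitum* dropped from 9.67 ± 1.21 (SD, n = 6) at 0 to 5.87 ± 0.49 (n = 5) at 5 mg/kg/day, and was 5.93 ± 1.86 (n = 6) at 10 and 5.72 ± 2.11 (n = 4) at 20. Under restriction it was 10.10 ± 0.51 (n = 5) at 0, 7.00 ± 2.48 (n = 5) at 5, where arrays differed widely, 5.14 ± 1.93 (n = 6) at 10 and 5.38 ± 2.31 (n = 5) at 20. Nck-associated protein 5 changed by -2.67 (SE 0.59, adjusted p = 0.0371), apolipoprotein A-V by -2.56 (SE 0.50, adjusted p = 0.000433), limbic system-associated membrane protein by -2.56 (SE 0.57, adjusted p = 0.00266), and the hypothetical protein BRAFLDRAFT_63397 by -2.19 (SE 0.52, adjusted p = 0.0374). Nck-associated protein 5 and BRAFLDRAFT_63397 lost their calls with slide or scan day as a block and with no filter on dim probes. Limbic system-associated membrane protein lost its call under 75th percentile scaling. At 20 mg/kg/day its probe was well above background on 2 of 4 arrays with food *ad libitum* and 4 of 5 under restriction. For fragile histidine triad these were 3 of 4 and 4 of 5. The sizes of these falls therefore rest partly on dim signals.

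Each dose was then compared with 0 within each food level. With food *ad libitum*, 21 probes were called at 5 mg/kg/day (all higher), 157 at 10 (137 higher, 20 lower) and 169 at 20 (138 higher, 31 lower). Under restriction 5 were called at 5 (all higher), 23 at 10 (20 higher, 3 lower) and 119 at 20 (77 higher, 42 lower). At 20 mg/kg/day 55 probes were called at both food levels, and at 10 mg/kg/day 20 were. These counts depended on the model. When only the arrays of the 2 groups compared entered the fit, 9 probes were called at 20 mg/kg/day with food *ad libitum* and 17 under restriction. Single arrays mattered too: the count at 20 under restriction was 50 without restricted TNT 0 replicate 5 and 200 without restricted TNT 20 replicate 3. At 5 mg/kg/day it was 5 without ad libitum TNT 5 replicate 1 and, under restriction, 14 without restricted TNT 5 replicate 5. At 10 it was 84 without ad libitum TNT 10 replicate 3 and, under restriction, 7 without restricted TNT 0 replicate 2, and at 20 with food *ad libitum* it was 101 without ad libitum TNT 20 replicate 1.

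**Figure D2:**
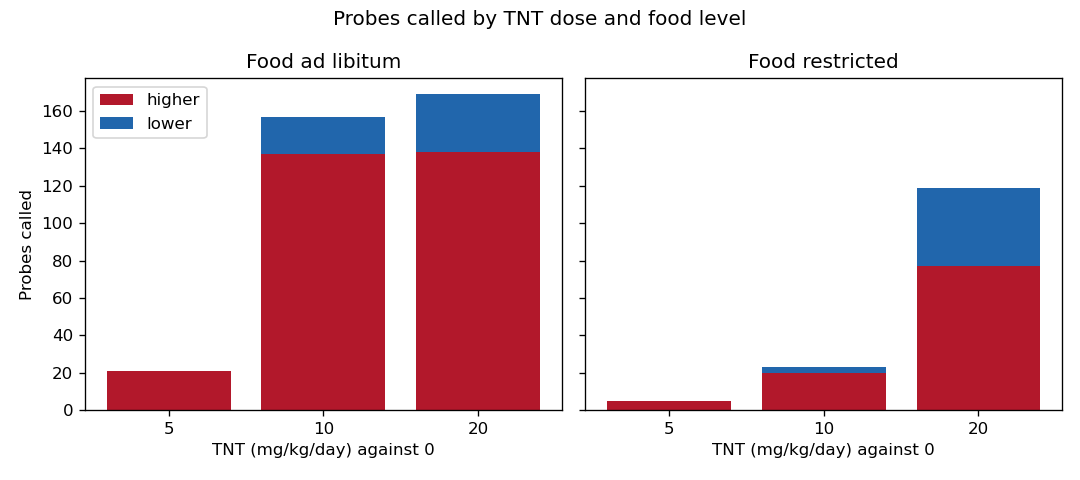
Number of probes called (adjusted p of 0.05 or less and at least 1.5-fold) at each TNT dose against 0 mg/kg/day, with food ad libitum (left) and restricted (right); red is higher and blue is lower. The counts were 21, 157 and 169 with food ad libitum and 5, 23 and 119 under restriction; the food levels are not shown to differ by these counts.

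The third question was whether food level altered expression, alone or together with TNT. No probe (0) was called by limma for food level, with 1209 probes (5.36%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.246; the methods' unmoderated test of the same model also called 0. At 0 mg/kg/day 0 probes were called between restricted and *ad libitum* lizards, with 753 (3.34%) at an unadjusted p under 0.05, and again 0 by the unmoderated test. For the interaction of TNT and food level limma called 0 probes, with 676 (3.00%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.984, and the unmoderated test called 0. Tested dose by dose, the difference between food levels in the response to TNT was called for 0 probes at 5, 10 and 20 mg/kg/day in limma, with 438, 1382 and 908 at an unadjusted p under 0.05. Array weights were the 1 alternative that called probes for food level, at 12. On simulated data the interaction test recovered 61.5% of 200 probes changed by 2 on the log2 scale, so smaller interactions could be missed.

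Across the 22554 probes, the change at 20 relative to 0 mg/kg/day with food *ad libitum* and that under restriction had a Pearson correlation of 0.356 and a Spearman correlation of 0.279; the jackknife standard error of the former over arrays was 0.268. This correlation is across probes, which are not independent replicates.

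Among 24 transcripts that the study named for this exposure, 13 were called over all probes and 13 when p-values were adjusted over the list alone. The study chose the list on these same samples, so the latter is not independent evidence. Each transcript was counted once, under TNT where the study also named it for food level or for the interaction. The 13 were all among the 18 counted under TNT, with 0 of 4 counted under food level and 0 of 2 counted under the interaction called by limma; at an unadjusted p under 0.05 there were 1 of the 4 and 0 of the 2. Of the 13, the band 4.1-like protein 2 of the erythrocyte membrane, cathepsin L2 and CNDP dipeptidase 2 lost their calls under 75th percentile scaling, the first also under normexp and by its other probe, and the last also with scan day as a block and with no filter on dim probes. The haemoglobin alpha chains rose, by 2.22 (SE 0.37, adjusted p = 1.94e-05) and 1.64 (SE 0.38, adjusted p = 0.00163). Pyruvate kinase rose by 1.26 (SE 0.18, adjusted p = 5.38e-05), ubiquitin carboxyl-terminal esterase L1 by 2.25 (SE 0.44, adjusted p = 0.00115) and proteasome alpha 5 subunit by 0.83 (SE 0.15, adjusted p = 0.00167). Coagulation factor IX fell by 0.74 (SE 0.11, adjusted p = 0.000433). The hypoxia-inducible factor prolyl hydroxylase EGLN3 rose by 2.32, but its SE was 0.94 and its adjusted p 0.319. Apolipoprotein A-I changed by -0.02 with TNT (SE 0.12, adjusted p = 0.850). The study named it for a rise under food restriction too, where it changed by -0.14 (SE 0.08, unadjusted p = 0.0986, adjusted p = 0.923), the opposite direction. For the interaction, for which the study also named apolipoproteins A-I and B, unadjusted p-values were 0.739 and 0.968. The brightest probe for apolipoprotein B fell by 0.38 at 20 mg/kg/day (SE 0.11), and was not called by the F test over doses (unadjusted p = 0.0171, adjusted p = 0.233), whereas 16 of its 24 other probes were called. Ubiquitin specific protease 4 and peroxisome proliferative activated receptor gamma were not called, with adjusted p-values of 0.318 and 0.758. The latter was matched by its description, with which the accession in the study may not go together, so the probe may stand for another transcript. Annexin A1 rose with TNT by 1.54 (SE 0.23, adjusted p = 0.000327) and annexin A2 by 1.07 (SE 0.24, adjusted p = 0.0517). Their limma adjusted p-values for the interaction were 0.987 and 0.984. The study reported that restricted feeding abolished these rises, though it also described annexin dose responses at either feeding level. Under restriction the rises at 20 mg/kg/day were 1.37 (SE 0.32) for A1 and 1.30 (SE 0.34) for A2. With food *ad libitum* they were 1.71 (SE 0.33) and 0.83 (SE 0.35). An abolished rise was therefore not seen at that dose.

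Families of transcripts, grouped by keyword in their descriptions, were tested with camera at 20 relative to 0 mg/kg/day and between food levels. Of 12 families, 10 were called for TNT. Proteasome subunits (43 members), ubiquitin-specific proteases (46), cathepsins (6), annexins (10), glycolytic enzymes (23) and glutathione S-transferases (13) were higher, and apolipoproteins (13), respiratory chain and ATP synthase subunits (75), coagulation factors and fibrinogen (24) and cytochrome P450 enzymes (31) were lower. Under fry 9 of the 10 held, all but cytochrome P450. With slide as a block the ubiquitin-specific proteases and cytochrome P450 lost their calls, as the ubiquitin-specific proteases also did without *ad libitum* TNT 20 replicate 1 or 2, restricted TNT 0 replicate 3 or restricted TNT 20 replicate 5. Cytochrome P450 also lost its call without *ad libitum* TNT 20 replicate 1. The families were not tested with scan day as a block. The median change was 0.25 for proteasome subunits, with 37 of 43 higher, and -0.22 for respiratory chain subunits, with 61 of 75 lower. The median of the glycolytic enzymes was 0.01 with 12 of 23 higher, against a mean of 0.23, so their call rests on a part of the family. The median of the glutathione S-transferases was 0.18 and turned to -0.02 under 75th percentile scaling, while their mean stayed positive at 0.41; neither of these families was called under that scaling. The MHC and T cell receptor complex was not called for TNT (camera adjusted p = 0.721), and its median of 0.05 and mean of -0.02 differed in sign. For food level 6 families were called: cathepsins, annexins, cytosolic ribosomal proteins and the MHC and T cell receptor complex were higher under restriction, and respiratory chain subunits and coagulation factors lower. Only the cathepsins, annexins and respiratory chain subunits, 3 of the 6, held under fry. Under 75th percentile scaling the cathepsins and cytosolic ribosomal proteins lost their calls for food level, and apolipoproteins and proteasome subunits were called lower instead, so of the 6 only the annexins and respiratory chain subunits held in each of these checks.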

Values the study reported

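The study reported that chitotriosidase transcripts rose with TNT dose, reaching 252-fold at the top dose in this exposure and in another that combined TNT with malaria infection. For this exposure it reported 18 significantly enriched annotation clusters for TNT, 2 for diet and 0 for their interaction. It also reported transcripts with significant differential expression for each single stressor and for each pair of stressors in all its exposures. That differs from the 0 probes called here for food level and for the interaction. The unmoderated test here was run on quantile-normalised values with the main filter, and not on the authors' table. When a stressor was tested again in another of its exposures, 25% of the transcripts it affected were shared for TNT and 6% for food restriction. By RT-qPCR, 80% of the transcripts called on the arrays of this exposure were borne out, with an R² of 0.78 against the arrays.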

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

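The tests of these arrays against chance and against the other probe were chosen only after the results were seen. Within 96 combinations of a group with a named transcript or an array measure, 6 had 1 array whose gap to its nearest neighbour was large relative to the range of its group. Chance gives about 1 in 20 such groups, and 6 or more of 96 has a one-sided exact binomial p of 0.348, so their number is what chance alone could give.

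In lizards on restricted food, leukotriene B4 12-hydroxydehydrogenase (contigs-44998) was 12.45 on restricted TNT 20 replicate 3, below the next array at 13.22. The apoptosis-inducing factor transcript was 7.37 on restricted TNT 10 replicate 4, below the next at 9.45. The hypothetical protein of contigs-33463 was 14.15 on restricted TNT 10 replicate 6, above the next at 12.91. Fragile histidine triad was 8.90 on restricted TNT 10 replicate 3, above the next at 5.20. With food *ad libitum*, apolipoprotein A-V was 14.48 on TNT 5 replicate 2, above the next at 12.42, and BRAFLDRAFT_63397 was 6.96 on TNT 0 replicate 4, below the next at 10.42. All are normalised log2 signals.

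Of the 6, 5 have another probe on the same contig, and all 5 of those probes placed the same array at the same end of its group, which argues against a fault of one probe. A difference between individual lizards stays open and was not tested, as does a wrong label of a single sample. The array with the low BRAFLDRAFT_63397 signal, *ad libitum* TNT 0 replicate 4, is also 1 of the 3 arrays with raised digestive enzyme transcripts described under the other observations.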

How the results depend on the processing

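The fits with the log2 median signal as a covariate and with the other probe of the same contig were chosen only after results were seen. The contig version was added when the planned one, the other probes of the same description, had reversed a named transcript; both are given. The counts for the TNT main effect stayed within 1.5 times of 422 under every alternative but array weights, which gave 1038, and ranged from 319 to 500 when each array was left out. The cause of the changes below was not tested unless stated.

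Array weights raised the counts to 12 for the diet main effect, 1001 for the TNT dose trend, 39 for TNT 5 vs 0, ad libitum, 509 for TNT 10 vs 0, ad libitum, 501 for TNT 20 vs 0, ad libitum, 17 for TNT 5 vs 0, restricted, 57 for TNT 10 vs 0, restricted, and 395 for TNT 20 vs 0, restricted. Only the arrays of the 2 groups compared gave, in the order of dose, 3, 78 and 9 with food ad libitum and 0, 9 and 17 under restriction; fewer arrays estimate the spread in that fit. The median signal covariate gave 285 at 10 with food ad libitum, and 9 and 181 at 5 and 20 under restriction. Slide as a block gave 346 for the trend and 3 at 10 under restriction, and scan day 11 at 5 with food ad libitum. At 10 under restriction, 75th percentile scaling and the authors' table each gave 13 (13 higher, 0 lower), and the unmoderated test 15. Normexp gave 194 at 20 under restriction. With fry, 3 families were called for food level.

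With the replicate block, the count at 10 under restriction was 14 and no other count moved by over 1.5 times. The numbers do not pair single arrays: of 136 pairs of arrays with the same number in different groups, 67 had residuals correlated above 0.1, with a mean of 0.0858 and a lowest value of -0.455. The mean was -0.0157 between different numbers, and low numbers lie mostly on the first scan day, so a batch shared by number is not excluded. The study states that replicates of each treatment were divided at random between hybridization events run at separate times. The labels do not give the event of each array, so events were not fitted as a block.

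Leaving out each array in turn gave 5 to 30 calls at 5, 84 to 178 at 10 and 101 to 182 at 20 with food *ad libitum*, 3 to 14, 7 to 26 and 50 to 200 under restriction, and 0 to 1 between food levels at 0 mg/kg/day. The lowest at 10 and 20 with food *ad libitum* came without *ad libitum* TNT 10 replicate 3 and without *ad libitum* TNT 20 replicate 1, and at 10 under restriction without restricted TNT 0 replicate 2.

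Reversals: the hypothetical protein of contigs-33463 changed by -0.0829 in the brightest other probe of its description, which 224 other tested probes share, while the other probe of its contig kept the rise. The transcript for short-chain acyl-CoA dehydrogenase, near 0 for food level, was -0.0129 under 75th percentile scaling and -0.0783 with array weights, and -0.0244 to 0.0667 leaving out arrays. The transcript for ATP synthase assembly factor, ATPAF1, also near 0, was -0.00231 in the other probe of its description, which is also that of its contig, -0.0149 under 75th percentile scaling, -0.0437 with slide and -0.0412 with array weights, and -0.0580 to 0.0446 leaving out arrays. Apolipoprotein A-I was -0.0877 to 0.0239 for TNT. The call of CNDP dipeptidase 2 was lost in 26 of 42 fits without 1 array, that of Nck-associated protein 5 in 13 and that of BRAFLDRAFT_63397 in 14.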

Other observations

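The tests of signal level, slide, scan day, the picornavirus-like transcript, the first list of digestive enzymes, the size of the chitotriosidase rise and the raised low signals were chosen only after the results were seen. The 2 lists of genes for stress enzymes and phagocytes, the test of the response at 10 mg/kg/day and the held-out pancreas transcripts were set before their values were looked at, but the requirement that 80% of the phagocyte list rise, on which it is left open below, was added after.

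The arrays were regrouped 100 times, the real grouping included. For the TNT effect only 1 of 100 groupings, the real one, called as many probes, and likewise for the trend and for the families called at 20 relative to 0 mg/kg/day. Within food levels it was 1 of 100 at 5 and 10 mg/kg/day with food *ad libitum* and at 5 and 20 under restriction, and 2 of 100 at 10 under restriction. At 20 mg/kg/day with food *ad libitum*, however, 5 of 100 groupings called 169 probes or more, so chance cannot be excluded for that count, and on simulated data that comparison called 22 unchanged probes. For food level, for the interaction and between food levels at 0 mg/kg/day, where 0 probes were called, all 100 groupings reach that count by construction, so it tests nothing. By the number of probes at an unadjusted p under 0.05, 23, 67 and 55 of 100 groupings gave as many, so chance cannot be excluded. The families called for food level were matched by 2 of 100 groupings.

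The count for TNT was 544 with the log2 median signal as a covariate, 348 with slide as a block and 370 with scan day as a block. These values argue against signal level, slide or scan day as the whole cause of the 422 calls. The first principal component held 27.7% of the variance and its absolute correlation with the log2 median signal was 0.778, so signal level remains the main axis between arrays.

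More probes were called at 10 mg/kg/day with food *ad libitum* than under restriction. Over 667 probes past the threshold at 20 relative to 0, the median change at 10 in their direction was 0.66 with food *ad libitum* and 0.49 under restriction, with a two-sided permutation p of 0.127 over relabellings of food level within dose. A smaller response under restriction is therefore not shown.

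Stress enzymes were tested as a candidate response. A list of 18 antioxidant response descriptions, with members such as glucose-6-phosphate 1-dehydrogenase and transaldolase, rose by 0.49 relative to all descriptions, with 15 of 18 higher and a permutation p of 7.00e-05 (0.000140 adjusted over the 2 lists). Of its members 6 were called higher and 1, epoxide hydrolase 1, lower. This is consistent with an antioxidant response to TNT, as a hypothesis, since several descriptions stand for 1 gene.

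More phagocytes in the liver may contribute to the rise of chitotriosidase. A list of 17 phagocyte descriptions rose by 0.43 relative to all descriptions, with a permutation p of 0.0164 (0.0164 adjusted), but 5 of the 17 fell and only 3 were called, for cathepsin K and macrophage-capping protein. The abundant CD74 changed by -0.01 and 0.05 in its descriptions and macrophage receptor with collagenous structure by -0.68. The members moved apart, so this list leaves the number of phagocytes open. Their median change of 0.27 is far below the 6.55 of chitotriosidase. The largest rise in the list was 1.85 (SE 0.36), for cathepsin K. Integrin beta 2 changed by 0.84 (SE 0.35) and the leukocyte common antigen by 0.27 (SE 0.41), and 5 of the 17 fell. These values argue against cell number, as read by the 17 descriptions, as the whole cause of the chitotriosidase rise. Whether cell number had a part in it stays open. A change within phagocytes also stays open. Averaged over food levels, chitotriosidase rose 93.7-fold here by the probe with the larger rise. On the log2 scale this was 7.26 with food *ad libitum* and 5.83 under restriction. The other probe of its contig rose 68.1-fold (6.70 and 5.48). Both rises start from a control signal that was partly not above background. The value quoted from the study is higher, but it is a maximum that also covers an exposure not analysed here, so the difference is not a test of either.

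A contig described as the polymerase of a human rhinovirus, a picornavirus, split the arrays. Its signal was 10.57 to 16.15 on 26 arrays and 1.48 to 7.57 on 16, in log2 before normalization, and it was singled out after its values were seen. Both of its probes, of different sequence, parted all 42 arrays alike, which argues against a fault of one probe. The high signal was found on 13 of 21 arrays at each food level (Fisher's exact p = 1) and on 7 of 11, 7 of 10, 8 of 12 and 4 of 9 arrays at 0, 5, 10 and 20 mg/kg/day (Fisher's exact p = 0.714). Over scan days Fisher's exact p was 0.618. No relation to these was found, and the numbers are too few to exclude a modest one. A virus carried by some lizards, or by the crickets they ate, may be the source, and neither was tested.

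Digestive enzyme transcripts were high on 3 arrays. Over 18 probes for carboxypeptidases, trypsins, chymotrypsinogens, carboxyl ester lipase and elastase, the mean was 10.10 log2 units above the probes' medians on restricted TNT 0 replicate 3, 9.75 on *ad libitum* TNT 10 replicate 5 and 8.84 on *ad libitum* TNT 0 replicate 4, and at most 0.70 on the others. On the first of these 16 of the 18 probes lay over 3 units above their median, but these enzymes were picked from the pattern. Of 4 held-out probes, 2 did, both for syncollin at 9.20 and 8.48, and both for pancreatitis-associated protein did not, at 1.15 and 0.21. The syncollin probes were 8.90 and 8.14 above their medians on *ad libitum* TNT 10 replicate 5, and 7.86 and 7.01 on *ad libitum* TNT 0 replicate 4. On the other arrays they were at most 2.72 above. The pancreatitis-associated protein probes were at most 1.55 above on the 3 arrays and up to 3.86 on others. Each pair of probes stands for 1 contig. Pancreas tissue taken with the liver may be the source. The syncollin contig goes with it and the other contig does not, so it stays open. All 3 arrays, of which 2 are controls at 0 mg/kg/day, stayed in the main analysis. They were left out 1 at a time but not together, since that would choose arrays by a measured signal. No biological explanation was tested.

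Low signals were raised on some arrays. The 10th percentile of signal ranged from 3.05 to 151, and its log2 was correlated with that of the negative control median (Pearson r = 0.677, Spearman rho = 0.679, each with a permutation p of 1e-05, the smallest that the permutations can give). Without the 2 arrays farthest from the median negative control, r was 0.622, and it was 0.604 and 0.566 within the first and second scan day. The third day held too few arrays and groups for its own value to be read. The 10th percentile also differed between scan days (permutation p = 2.00e-05), with medians of 4.03, 41.2 and 18.5. The negative controls moved by far fewer units, however, with medians from 2.23 to 6.73. The interquartile range of the raw negative control means over the 42 arrays was 20.2% of that of the 10th percentile (95% bootstrap interval 7.78 to 43.6). The 10th percentile was taken after background subtraction and the raw means before it. A background added to all spots therefore need not shift both alike, and this ratio cannot test it. The part of such a background, and what differed between scan days, stay open. The 8 groups did not differ in the 10th percentile (permutation p = 0.903).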
